A study of Homo sapiens with 9 samples. Its data were reported in "CDK7-targeted therapy effectively disrupts cell cycle progression and oncogenic signaling in head and neck cancer" (2025).

How the data were processed

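FaDu cells were treated with vehicle (DMSO), samuraciclib at 250 nM or YKL-5-124 at 250 nM, with 3 cultures per group. The treatment lasted 48 h according to the treatment protocol in the labels and the text of the study, and 72 h according to the design of the series. The labels give 1 batch for all libraries. Per the labels and the methods of the study, poly(A)-selected RNA was sequenced in read pairs, aligned to GRCh38 with HISAT2 and assigned to genes with featureCounts 2.0.6 and a GENCODE annotation. The counts deposited by the authors are therefore whole numbers of read pairs per gene, with no normalization and no filter on low counts. The deposited table also gives each gene's position, biotype and another column, gene length, in bases of the gene model. The release of the annotation and the strand setting of the counting are not stated. Gene positions and biotypes were taken from the table, and GC content and transcript length for the checks from a GENCODE annotation and genome sequence of the same build.

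The table holds 58929 genes, of which 25347 have no count in any library and 194 are predicted genes without a name. Genes were filtered with filterByExpr of edgeR 4.0.16 on the 3 groups, which left 16065, 121 of them predicted. Counts were scaled with TMM factors, and values per library are given as CPM, counts scaled by these library sizes. The counts per library ranged from 18096180 to 28018126, and the biological coefficient of variation was 0.0631. Differences between groups were tested with edgeR's quasi-likelihood F-test (glmQLFit, glmQLFTest), two-sided, in 1 fit of all 9 libraries without covariates. A gene was called where the Benjamini-Hochberg adjusted p over all genes tested was below 0.05 and the log2 fold change was beyond 0.5 in size. The SE of a log2 fold change was its size divided by the square root of F.

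There were 3 comparisons, YKL-5-124 with DMSO, samuraciclib with DMSO and YKL-5-124 with samuraciclib. Overlap and correlation of the changes with both inhibitors were set beside independent lists and beside 20 simulations of unchanged groups against shared controls. A set of 35 gene lists was fixed before the libraries were compared, on the CDK7 complex and TFIIH, RNA polymerase II, cell cycle, DNA repair, ribosome and translation, splicing, mitochondria, histones, p53, apoptosis, stress responses, metabolism, signalling, interferon, epithelial identity and adhesion, mesenchymal transition, YAP and SRF, NRF2, secretion, lysosome, markers of other cell types, and genes essential in all 5 lines of the study's screen. Histone genes were identified by their older symbols as the table has them. Since the RNA was poly(A)-selected, their counts cover polyadenylated transcripts and not total histone mRNA. Lists were tested with camera of limma 3.58.1 on voom values, two-sided, at the preset correlation of 0.01, with Benjamini-Hochberg adjustment over 105 tests. An estimated correlation and fry were run beside it. Essential genes were also tested with Fisher's exact test, two-sided, against the other genes of at least the list's lowest mean expression. Correlations across genes are described without p, since genes are not independent replicates.

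The genes named in the text follow a rule. They are, first, for each comparison the 10 protein-coding genes with the largest rise and the 10 with the largest fall among called genes with a mean of at least 10 CPM and no overlap between the groups. Second come up to 4 members of each list with the smallest adjusted p, and members called against the list's direction, though not every one. Finally come genes of CDK7, the cell cycle and related functions, in every comparison and whatever their values. HEXIM1 is a member of the list of RNA polymerase II and transcriptional kinases.

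The fit was tested on simulated data, drawn from negative binomial distributions with the means and dispersions of these libraries, in which 200 genes with a mean of at least 20 counts were raised or lowered 1.5-fold, 2-fold or 4-fold in 1 group. Of the genes changed 1.5-fold, 56.7% to 74.6% were recovered over the 3 comparisons, of those changed 2-fold 85.1% to 98.5%, and of those changed 4-fold 98.5% to 100%, with 5 to 8 false calls. Alternatives were tried for the thresholds, the scaling, the filter, the tool (DESeq2 1.42.0), the genes and libraries in the fit, the set test, the replicate number as a block, the depth and each library left out in turn. Analyses ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The Hallmark and Reactome sets were not at hand, so enrichment of those sets was not tested.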

Results

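RNA sequencing measured poly(A)-selected transcripts in FaDu cells, a line derived from a head and neck squamous cell carcinoma (HNSCC). There were 9 libraries in 3 groups of 3: vehicle (DMSO), samuraciclib at 250 nM and YKL-5-124 at 250 nM. Both compounds inhibit CDK7, the kinase of the CDK-activating complex and of the general transcription factor TFIIH. The libraries held 18096180 to 28018126 counts in the DMSO group, 19346587 to 22111350 with samuraciclib and 18264302 to 24613892 with YKL-5-124. Of 58929 genes in the table, 16065 passed the filter and were tested. Within groups, Pearson's r of log2 CPM (counts scaled to a common library size) across genes lay between 0.996 and 0.997. The first principal component, with 46.7% of the variance, set the DMSO libraries apart from both inhibitor groups, and the second, with 16.6%, set the inhibitors apart from each other.

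Cytosolic ribosomal protein genes took 5.78% to 6.19% of the counts in DMSO libraries, 4.16% to 4.50% with samuraciclib and 3.11% to 3.39% with YKL-5-124. The number of genes with a count was 23617 to 24796 in DMSO, 24057 to 24885 with samuraciclib and 24818 to 25699 with YKL-5-124. In 3 libraries, 1 of each group (DMSO 3, samuraciclib 2 and YKL-5-124 2), RN7SL2, a gene of the 7SL RNA of the signal recognition particle, stood at 59.3, 24.9 and 56.3 CPM, against 696 to 981 CPM in the other 6. Counts of changed genes are therefore also given for those 6 libraries. The 3 libraries low in 7SL RNA hold only 1 library per group, so no separate value can be had from them.

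**Figure D1:**
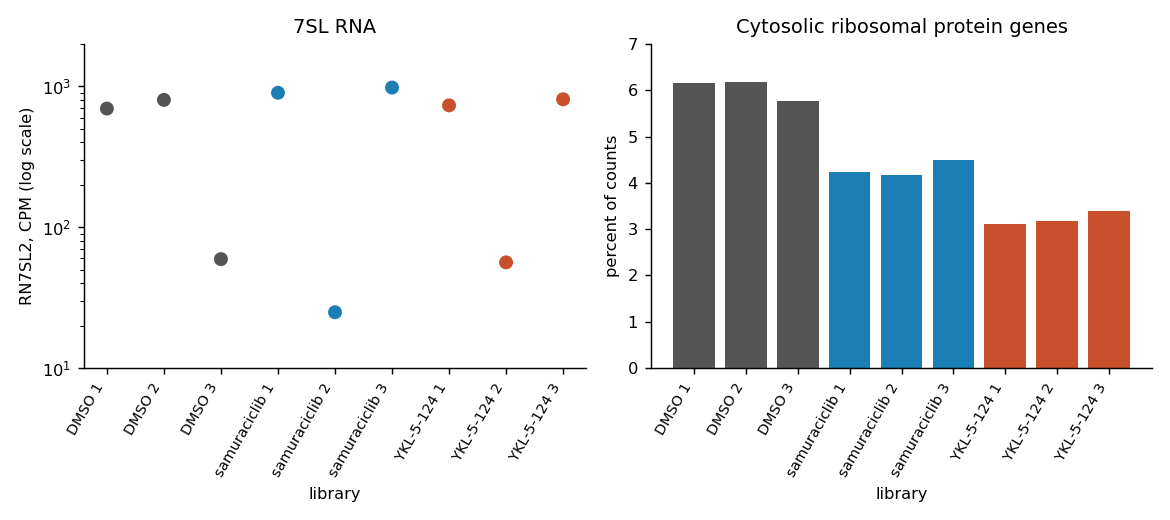
RN7SL2 in CPM on a log axis and cytosolic ribosomal protein genes as percent of all counts, for each of the 9 libraries. The 3 libraries between 24.9 and 59.3 CPM lie below the other 6, and the ribosomal protein share falls from at least 5.78% in DMSO to at most 3.39% with YKL-5-124.

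The comparison of YKL-5-124 with DMSO asks which transcripts change in HNSCC cells when CDK7 is inhibited. Values with ± and without a unit are log2 fold changes ± SE from 3 libraries per group. For each gene described as risen or fallen all 3 libraries of 1 group lay above all 3 of the other, which chance gives for 10% of genes. The histone gene HIST1H2BK (ENSG00000197903, chromosome 6, 27146418 to 27146798, GRCh38) rose to 71.2 ± 1.22 against 17.3 ± 0.463 CPM (SD, n = 3), a 4.12-fold difference (2.04 ± 0.060, adjusted p = 1.31e-13). RPS4X (ENSG00000198034, chromosome X, 72255679 to 72277300), of the cytosolic ribosome, fell to 207 ± 2.00 against 619.8 ± 48.6 CPM (SD, n = 3), a 3.00-fold difference (-1.58 ± 0.055, adjusted p = 4.49e-13). EGR1 (ENSG00000120738, chromosome 5, 138465490 to 138469315), an immediate early transcription factor, fell 4.18-fold (-2.06 ± 0.13, adjusted p = 3.32e-10), with 74.0 ± 16.97 against 309 ± 55.4 CPM (SD, n = 3). RRM2 (ENSG00000171848, chromosome 2, 10120698 to 10131419), a subunit of ribonucleotide reductase, fell 2.67-fold (-1.41 ± 0.056), and a readthrough gene model, AC007240.1, overlaps 81.0% of its span on the same strand.

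In all, 1911 genes rose and 1595 fell (21.8% of those tested), among them 1253 and 1277 protein-coding genes, and 814 and 434 genes passed a change of more than 2-fold. In the 6 libraries without low 7SL RNA the counts were 1691 and 1566. With a mean count of at least 50, 1218 rose, and with library size alone 1052 fell. By glmTreat, a stricter test against the fold threshold itself, 696 rose and 762 fell. Rises made up 54.5% of the calls, and 72.7% with library size alone as the scale, which moved the median of all genes to a log2 fold change of 0.14. Besides the histone genes HIST1H2BJ (2.14 ± 0.11), HIST1H4I (2.09 ± 0.10) and HIST2H2BE (1.77 ± 0.12), the largest rises among protein-coding genes with at least 10 CPM were those of CFAP45 (1.93 ± 0.11), a gene of motile cilia, NANOS1 (1.81 ± 0.12), ARSD (1.78 ± 0.089), CCDC92 (1.78 ± 0.10), HES6 (1.69 ± 0.19) and JPH2 (1.601 ± 0.085). The largest falls besides EGR1 and RPS4X were those of FOS (-1.81 ± 0.11), SHISAL1 (-1.78 ± 0.14), RPL22L1 (-1.73 ± 0.082), a paralog of a ribosomal protein gene, and the cytokine gene IL24 (-1.72 ± 0.081). LRSAM1 (-1.61 ± 0.081), STC1 (-1.602 ± 0.11), MMP1 (-1.59 ± 0.066), the gene of interstitial collagenase, and C6orf48 (-1.59 ± 0.070), of whose span another gene model covers 99.1%, complete them.

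Of the 35 gene lists fixed before the data were examined, 4 were called higher and 15 lower with YKL-5-124 by limma's camera at its preset correlation. With an estimated correlation none of them was called, and the adjusted p of these 19 lists then lay between 0.0894 and 0.640. The counts of changed members adjusted over the list alone equalled those over all genes for 32 of the 35 lists. The exceptions were the histones (28 higher and 3 lower), squamous differentiation (7 and 5) and mesenchymal transition (13 and 11). Among the lists that were not called, the median, mean and test differed in sign for MYC and partners, apoptosis regulators and basal epithelial identity. Under another scaling the medians changed sign for MYC and partners, apoptosis regulators, interferon response, mTORC1, the unfolded protein response, RNA polymerase II and the fibroblast markers.

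Of 57 genes of DNA replication and S phase, 23 fell and none rose (median -0.42, adjusted p = 3.24e-18, or adjusted p = 0.0894 with an estimated correlation). Among them were the replicative helicase genes MCM2 (-0.83 ± 0.046) and MCM7 (-0.81 ± 0.048) and the polymerase gene POLA1 (-0.95 ± 0.057). Of 63 genes of G2/M and mitosis, 15 fell and none rose (median -0.35, adjusted p = 6.57e-14, or adjusted p = 0.0894 with an estimated correlation). NCAPH of condensin changed by -1.48 ± 0.055, topoisomerase TOP2A by -1.29 ± 0.059, MYBL2 by -0.90 ± 0.048 and CDC20 by -0.83 ± 0.050. The list of CDKs, cyclins, RB family and CDK inhibitors was not called (7 of 36 higher, 4 lower, adjusted p = 0.962). RBL1 (-0.72 ± 0.057), CDK17 (-0.56 ± 0.065) and CDK14 (-0.90 ± 0.17) fell, while CDK18 (0.87 ± 0.099) and the CDK inhibitor CDKN1A (0.62 ± 0.071) rose. CDK6 fell too (-0.53 ± 0.055), but stayed within the fold threshold without DMSO 3 (-0.48) or YKL-5-124 3 (-0.49). CDK1 stood at -0.50 ± 0.049, inside the threshold, and passed it without DMSO 1 (-0.52) or YKL-5-124 2 (-0.56) and in the 6 libraries (-0.55). E2F1 fell (-0.57 ± 0.049), and CDK4 (-0.27 ± 0.054), CCND1 (-0.051 ± 0.048), CCNE2 (-0.25 ± 0.11) and RB1 (-0.16 ± 0.051) did not pass the thresholds, nor did CCNB1 (-0.47 ± 0.046) or CDK2 (-0.47 ± 0.053), which passed in the 6 libraries (-0.51 each) and, for CDK2, without YKL-5-124 2 (-0.52).

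Of 41 genes of homologous recombination and the Fanconi anemia pathway, 9 fell and 1 rose (median -0.24, adjusted p = 0.000148, or adjusted p = 0.0894 with an estimated correlation). The kinase gene ATM (-0.87 ± 0.063), FANCD2 (-0.71 ± 0.052) and XRCC2 (-0.72 ± 0.065) fell, and the nuclease gene MUS81 rose (0.59 ± 0.052). BRCA1 stayed within the fold threshold (-0.44 ± 0.052, adjusted p = 1.31e-06). Of 46 genes of excision, mismatch and end-joining repair, 8 fell and none rose (median -0.27, adjusted p = 3.37e-05, or adjusted p = 0.0896 with an estimated correlation). Among them were DDB2 (-1.02 ± 0.065), the uracil glycosylase UNG (-0.65 ± 0.045) and RIF1 (-0.65 ± 0.051).

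Of 78 cytosolic ribosomal protein genes, 74 fell and none rose (median -0.98, adjusted p = 6.40e-50, or adjusted p = 0.0894 with an estimated correlation). Among them were RPL3 (-1.40 ± 0.048), RPL21 (-1.42 ± 0.048) and RPLP0 (-1.38 ± 0.048). Initiation and elongation factors fell in 18 of 40 cases (median -0.39, adjusted p = 1.79e-15, or adjusted p = 0.0894 with an estimated correlation). PABPC4, a poly(A)-binding protein, changed by -1.26 ± 0.049, EEF1B2 by -0.999 ± 0.048 and EIF3L by -0.88 ± 0.045. Of 59 genes of ribosome biogenesis and the nucleolus, 8 fell and 1 rose (median -0.23, adjusted p = 4.43e-09, or adjusted p = 0.0894 with an estimated correlation). The nucleolar genes NPM1 (-0.95 ± 0.051), GNL3 (-0.99 ± 0.057) and DKC1 (-0.58 ± 0.053) were among those that fell. The 1 call upward was NOP2 (0.67 ± 0.21), which was lost without DMSO 2 or YKL-5-124 1. Another gene model covers 99.8% of its span and it has 23 to 67 counts per library, so they need not measure this gene. Spliceosome and RNA-binding protein genes were lower as a list (12 of 62 lower, 2 higher, adjusted p = 0.000255, or adjusted p = 0.204 with an estimated correlation). EWSR1 (-1.37 ± 0.054), HNRNPC (-1.05 ± 0.050) and HNRNPA1 (-1.26 ± 0.052), which lies wholly inside another gene model, fell, and SNRPA1 (0.99 ± 0.046) and PRPF3 (0.62 ± 0.051) rose. Nuclear-encoded subunits of oxidative phosphorylation were slightly lower (median -0.17, 4 of 71 lower, 2 higher, adjusted p = 0.000913, or adjusted p = 0.640 with an estimated correlation). UQCRB changed by -0.72 ± 0.047, and the 2 called higher, NDUFA3 (0.59 ± 0.086) and NDUFB10 (0.57 ± 0.063), were not without YKL-5-124 3.

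Of 40 replication-dependent histone genes tested, 28 rose and 2 fell (median 1.16, adjusted p = 5.67e-08, or adjusted p = 0.0894 with an estimated correlation). HIST1H2AC rose (1.44 ± 0.054), and HIST2H2AC (-1.91 ± 0.30) and HIST1H2BH (-0.76 ± 0.092) went the other way. The RNA was poly(A)-selected, so the histone values in every comparison cover polyadenylated transcripts. Histone mRNA without a poly(A) tail was not measured, so the direction of total histone mRNA is not known. Genes of lysosome and autophagy were higher (6 of 45 higher, none lower, median 0.23, adjusted p = 3.06e-05, or adjusted p = 0.162 with an estimated correlation), such as the proteases LGMN (0.82 ± 0.043) and CTSB (0.64 ± 0.054), NEU1 (0.73 ± 0.048) and GAA (0.62 ± 0.058). Genes of epithelial cell adhesion were higher too (7 of 34 higher, none lower, median 0.18, adjusted p = 0.00186, or adjusted p = 0.256 with an estimated correlation). E-cadherin, CDH1, changed by 0.996 ± 0.047 and CLDN4 by 0.67 ± 0.057. Targets of YAP and SRF were higher as a list (10 of 39 higher, 4 lower, adjusted p = 0.00280, or adjusted p = 0.365 with an estimated correlation). The contractile genes MYL9 (1.42 ± 0.077), TPM1 (0.94 ± 0.061) and ACTN1 (0.65 ± 0.045) rose, and the cytoplasmic actin gene ACTG1 (-0.66 ± 0.040) and FHL1 (-0.90 ± 0.086) fell. The other 2 lower, NUAK2 (-0.52 ± 0.076) and ARHGEF17 (-0.52 ± 0.087), were not called without YKL-5-124 2 or in the 6 libraries. The list of mesenchymal transition was not called (12 of 56 higher, 11 lower, adjusted p = 0.298). COL4A1 (1.16 ± 0.057) and PDGFB (1.11 ± 0.062) rose while the collagenase genes MMP1 and MMP13 (-1.33 ± 0.11), SNAI2 (-0.86 ± 0.068) and CD44 (-0.81 ± 0.047) fell.

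Of 38 genes of ERK pathway output and the immediate early response, 17 fell and none rose (median -0.33, adjusted p = 8.11e-06, or adjusted p = 0.0894 with an estimated correlation), DUSP1 among them (-1.13 ± 0.066). Of 38 genes of the TNF and NF-kB response, 9 fell and 1 rose (median -0.29, adjusted p = 6.91e-05, or adjusted p = 0.0894 with an estimated correlation). The chemokine gene CXCL8 changed by -1.25 ± 0.070, the cytokine gene LIF by -0.88 ± 0.052 and IER3 by -0.73 ± 0.055. The rise, that of TRAF1 (0.68 ± 0.22), was not called without DMSO 3 or in the 6 libraries. Genes of senescence-associated secretion fell in 11 of 31 cases and rose in 4 (median -0.30, adjusted p = 0.00122, or adjusted p = 0.0894 with an estimated correlation). The rises were those of IGFBP3 (1.10 ± 0.066), IGFBP7 (1.03 ± 0.088), TIMP2 (0.64 ± 0.094) and GDF15 (0.59 ± 0.083). The integrated stress response was lower (6 of 38 lower, none higher, median -0.20, adjusted p = 0.000575, or adjusted p = 0.256 with an estimated correlation). ATF4 (-0.84 ± 0.045), its transcription factor, and DDIT4 (-1.19 ± 0.052) fell. Genes of cholesterol synthesis were lower (median -0.23, 3 of 25 lower, 1 higher, adjusted p = 4.44e-05, or adjusted p = 0.256 with an estimated correlation). INSIG1 changed by -0.97 ± 0.046 and TM7SF2 by 0.93 ± 0.13. The interferon response was not called (2 of 42 higher, 6 lower, adjusted p = 0.174), although IFI44 (-1.10 ± 0.066) and IFIT3 (-0.69 ± 0.070) fell.

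Other lists did not pass the test with YKL-5-124. Of 34 p53 target genes, 7 rose and 1 fell (adjusted p = 0.177). ZMAT3 (0.84 ± 0.089) was among the former, and DDB2 was the only fall. Of 34 apoptosis regulators, 2 rose and 3 fell (adjusted p = 0.962). The falls were those of BCL2L2 (-0.94 ± 0.052), PMAIP1 (-0.86 ± 0.078) and MCL1 (-0.51 ± 0.051). MCL1 did not pass without DMSO 3 (-0.46) or YKL-5-124 1 (-0.48) or 2 (-0.50) or in the 6 libraries (-0.45). Of 19 heat shock genes, 5 rose and 1 fell (adjusted p = 0.121, and 0.0395 without DMSO 3). HSPA1A changed by 1.46 ± 0.095, BAG3 by 0.88 ± 0.056 and HSPD1, a mitochondrial chaperone, by -0.58 ± 0.048. RNA polymerase II and transcriptional kinases had 1 gene higher and 3 lower of 33 (adjusted p = 0.583). CDK19 rose (0.64 ± 0.091), and MED12 (-0.66 ± 0.079) and LARP7 (-0.68 ± 0.095) fell, while POLR2A (0.39 ± 0.055) did not pass. MYC stayed within the threshold (-0.32 ± 0.053), and of 12 genes of MYC and partners 2 rose and none fell (adjusted p = 0.856). MXD4 changed by 0.89 ± 0.11. None of the 13 mitochondrially encoded mRNAs passed (adjusted p = 0.337, and 0.0459 without YKL-5-124 3).

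The comparison of samuraciclib with DMSO puts the same question to the other CDK7 inhibitor. The contractile gene MYL9 (ENSG00000101335, chromosome 20, 36541484 to 36551447), a myosin light chain, rose 3.98-fold (1.99 ± 0.076, adjusted p = 2.80e-12), with 86.5 ± 7.35 against 21.7 ± 1.27 CPM (SD, n = 3). TAGLN, the gene of an actin-binding protein, rose with it (1.82 ± 0.093). The collagenase and stromelysin genes MMP1 (-2.07 ± 0.069), MMP13 (-1.71 ± 0.12) and MMP3 (-1.63 ± 0.12) fell, MMP1 being 4.19-fold lower at 17.1 ± 0.531 against 71.7 ± 4.20 CPM (SD, n = 3). EGR1 (-1.86 ± 0.13), FOS (-1.74 ± 0.11) and RRM2 (-1.17 ± 0.055) fell, and the histone gene HIST1H2BK rose (1.47 ± 0.061).

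In all, 1312 genes rose and 1535 fell (17.7% of those tested), with 925 and 1216 protein-coding genes among them, and 471 and 374 genes changed more than 2-fold. In the 6 libraries without low 7SL RNA the counts were 1138 and 1477, and by the stricter glmTreat with all libraries 411 and 571. Rises made up 46.1% of the calls, and 57.1% with library size alone as the scale. CFAP45 (1.91 ± 0.11), JPH2 (1.85 ± 0.084), TUFT1 (1.48 ± 0.063) and PALLD (1.46 ± 0.051), a gene of the actin cytoskeleton, were among the largest rises, with the histone genes HIST1H2BJ (1.61 ± 0.12), HIST1H4I (1.57 ± 0.11) and HIST2H2BE (1.52 ± 0.12). LRSAM1 (-1.61 ± 0.081), MFNG (-1.605 ± 0.088), a modifier of Notch receptors, ZDHHC11 (-1.42 ± 0.14), the deadenylase gene PAN2 (-1.35 ± 0.11) and the mitochondrial protease gene LONP1 (-1.33 ± 0.060) were among the largest falls.

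With samuraciclib 7 lists were called higher and 12 lower at the preset correlation and none with an estimated correlation, where the adjusted p of these 19 lists lay between 0.0894 and 0.620. Counts adjusted over the list alone equalled those over all genes for 34 of the 35 lists, the exception being the histones (24 higher and 3 lower). Among the lists that were not called, the median, mean and test differed in sign for MYC and partners, squamous differentiation and mTORC1. Under another scaling the medians changed sign for MYC and partners, RNA polymerase II, the TNF response and TFIIH. In all, 24 of 57 genes of DNA replication and S phase fell (median -0.45, adjusted p = 1.03e-17, or adjusted p = 0.0894 with an estimated correlation) and none rose. Of 63 genes of G2/M and mitosis, 19 fell and none rose (median -0.37, adjusted p = 3.76e-15, or adjusted p = 0.0894 with an estimated correlation). MCM7 (-0.87 ± 0.049), CDC45 (-1.19 ± 0.073), E2F1 (-0.78 ± 0.049), CDC20 (-0.997 ± 0.050), NCAPH (-0.98 ± 0.054), KIF20A (-1.01 ± 0.056) and TOP2A (-0.87 ± 0.059) were among them, and CDK1 (-0.61 ± 0.049) and CCNB1 (-0.64 ± 0.047) fell too. Among CDKs, cyclins, RB family and CDK inhibitors 6 of 36 rose and 1 fell (adjusted p = 0.639). CDK18 (0.91 ± 0.099), CDKN1A (0.61 ± 0.071) and CCND2 (0.85 ± 0.046), which lies wholly inside another gene model, rose, and RBL1 (-0.82 ± 0.057) fell. CDK2 (-0.31 ± 0.053), CDK4 (-0.15 ± 0.054), CDK6 (-0.27 ± 0.055), CCND1 (-0.085 ± 0.048), CCNE2 (-0.19 ± 0.11) and RB1 (0.014 ± 0.051) did not pass the thresholds.

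Of 41 genes of homologous recombination and the Fanconi anemia pathway, 10 fell and none rose (median -0.29, adjusted p = 2.51e-05, or adjusted p = 0.0894 with an estimated correlation). Among them were ATM (-1.07 ± 0.064), XRCC3 (-0.98 ± 0.070) and BRCA1 (-0.71 ± 0.052). Of 46 genes of the other repair pathways, 8 fell and none rose (median -0.29, adjusted p = 7.21e-07, or adjusted p = 0.0894 with an estimated correlation). DDB2 was among them (-1.17 ± 0.066). Cytosolic ribosomal protein genes fell in 42 of 78 cases (median -0.52, adjusted p = 1.30e-32, or adjusted p = 0.0894 with an estimated correlation). RPL7A changed by -0.76 ± 0.044. Translation factors were lower (8 of 40 lower, 1 higher, adjusted p = 3.66e-10, or adjusted p = 0.123 with an estimated correlation). EIF2B2 changed by -0.98 ± 0.049 and PABPC4 by -0.75 ± 0.048. The 1 call upward, EIF4A1 (0.52 ± 0.11), was lost without DMSO 2 (0.46) or samuraciclib 2 (0.38) and in the 6 libraries (0.44), and another gene model covers 98.1% of its span. Genes of ribosome biogenesis were lower as well (3 of 59 lower, 1 higher, adjusted p = 1.71e-05, or adjusted p = 0.171 with an estimated correlation), GNL3 among them (-0.71 ± 0.057). The call upward was NOP2 (0.90 ± 0.21), at the low counts described above. Spliceosome genes were lower as a list (9 of 62 lower, 2 higher, adjusted p = 0.000696, or adjusted p = 0.226 with an estimated correlation). TAF15 changed by -1.22 ± 0.072 and SNRPA1 by 1.04 ± 0.046. Oxidative phosphorylation was slightly lower (median -0.17, 4 of 71 lower, none higher, adjusted p = 5.21e-05, or adjusted p = 0.588 with an estimated correlation). The mitochondrially encoded mRNAs were higher as a list (7 of 13 higher, none lower, adjusted p = 0.00454, or adjusted p = 0.620 with an estimated correlation), but MT-CYB (0.64 ± 0.16), MT-ND2 (0.63 ± 0.18) and MT-ND4 (0.58 ± 0.17) overlapped between groups. Without samuraciclib 2, the library with the highest share of mitochondrial counts, 5.25%, these 3 were not called (0.43, 0.42 and 0.38), nor were MT-ND2 (0.50) and MT-ND4 (0.46) without DMSO 2.

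Of 40 histone genes, 23 rose and 3 fell (median 0.81, adjusted p = 1.71e-05, or adjusted p = 0.0894 with an estimated correlation), HIST1H2AC among the rises (1.11 ± 0.055) and HIST1H2BH (-0.63 ± 0.091), HIST2H2AC (-1.32 ± 0.29) and HIST1H2AJ (-0.98 ± 0.32) lower, the last not without DMSO 1 or samuraciclib 2 or in the 6 libraries. Targets of YAP and SRF rose in 15 of 39 cases and fell in 1 (median 0.32, adjusted p = 6.50e-07, or adjusted p = 0.171 with an estimated correlation). TPM4 changed by 0.71 ± 0.049 and ACTN1 by 0.65 ± 0.045 and the receptor kinase gene AXL by -0.64 ± 0.051. The list of mesenchymal transition was higher (17 of 56 higher, 7 lower, adjusted p = 0.00631, or adjusted p = 0.203 with an estimated correlation). PDGFB rose (1.35 ± 0.062), while MMP1, MMP3, MMP13, MMP10 (-1.57 ± 0.16), and AXL fell. Epithelial adhesion genes were higher too (4 of 34 higher, 1 lower, adjusted p = 0.000485, or adjusted p = 0.227 with an estimated correlation). CDH1 changed by 0.80 ± 0.047, and PKP3, the 1 lower (-0.52 ± 0.060), was not called without DMSO 1 or samuraciclib 2. Lysosome and autophagy genes were slightly higher (median 0.054, 1 of 45 higher, none lower, adjusted p = 0.0124, or adjusted p = 0.350 with an estimated correlation). Heat shock genes were called (3 of 19 higher, 1 lower, adjusted p = 0.0359, or adjusted p = 0.588 with an estimated correlation), but not without DMSO 1 (adjusted p = 0.0759) or samuraciclib 3 (adjusted p = 0.0513), and HSPA1A (0.92 ± 0.095) and BAG3 (0.74 ± 0.056) rose.

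ERK pathway and immediate early genes were lower (10 of 38 lower, 1 higher, adjusted p = 0.0101, or adjusted p = 0.226 with an estimated correlation). DUSP1 changed by -1.07 ± 0.065 and JUN by -0.94 ± 0.085. The 1 higher, ERRFI1 (0.50 ± 0.059), was not called without DMSO 1 or 2. Interferon response genes were lower (9 of 42 lower, 1 higher, adjusted p = 0.00385, or adjusted p = 0.122 with an estimated correlation). IRF9, the 1 higher (0.74 ± 0.21), lies wholly inside another gene model. Among those lower were IFI44 (-1.19 ± 0.067), IFIT3 (-0.96 ± 0.072) and OASL (-1.13 ± 0.092). Lists that were not called were the TNF and NF-kB response (2 of 38 higher, 4 lower, adjusted p = 0.509), in which CXCL8 fell (-0.89 ± 0.069), and senescence-associated secretion (2 of 31 higher, 8 lower, adjusted p = 0.0624, and 0.0496 without DMSO 1 or 0.0461 without YKL-5-124 1). Cholesterol synthesis (2 of 25 lower, none higher, adjusted p = 0.0879, and 0.0181 without DMSO 1 or 0.0321 without samuraciclib 3), in which INSIG1 fell (-0.63 ± 0.046), and the integrated stress response (1 of 38 higher, 5 lower, adjusted p = 0.230), in which the cystine transporter gene SLC7A11 rose (0.65 ± 0.054), were not called either. The p53 targets (3 of 34 higher, 1 lower, adjusted p = 0.172), apoptosis regulators (2 of 34 higher, 2 lower, adjusted p = 0.741), RNA polymerase II and transcriptional kinases (2 of 33 higher, 4 lower, adjusted p = 0.903) and MYC and partners (1 of 12 higher, 1 lower, adjusted p = 0.903) were not called. MCL1 (-0.44 ± 0.051), MYC (-0.15 ± 0.053) and POLR2A (0.26 ± 0.055) stayed within the thresholds.

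**Figure D2:**
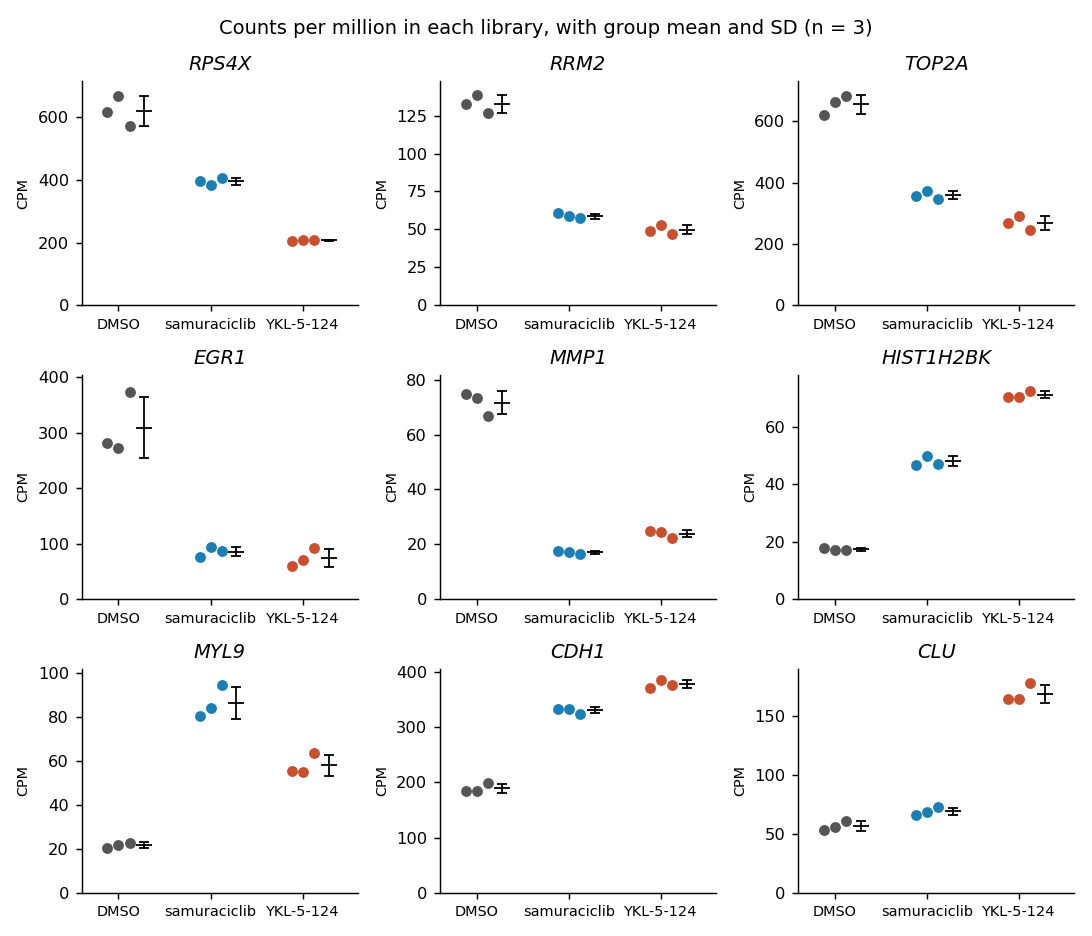
CPM of RPS4X, RRM2, TOP2A, EGR1, MMP1, HIST1H2BK, MYL9, CDH1 and CLU in each of the 9 libraries, with the mean and SD of each group of 3. HIST1H2BK goes from 17.3 CPM in DMSO to 71.2 with YKL-5-124, MMP1 from 71.7 to 17.1 with samuraciclib.

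The study also sets the lists of the inhibitors side by side. HIST1H2BK, CFAP45 and JPH2 rose with both compounds, and EGR1, FOS, MMP1, LRSAM1 and RRM2 fell with both. In all, 901 genes rose and 928 fell with both inhibitors, against 156 and 152 for independent lists of the same lengths, and 3 were called in opposite directions, against 313. Those 3, named after their values were seen, are CYSRT1 (0.53 ± 0.096 with YKL-5-124 and -0.51 ± 0.10 with samuraciclib), RIBC2 (0.82 ± 0.23 and -0.82 ± 0.27) and the lincRNA AL365181.2 (0.92 ± 0.28 and -0.86 ± 0.34), the last with overlapping samuraciclib and DMSO groups. At an adjusted p below 0.01 the counts were 656 and 809. Both sets of calls use the same DMSO libraries, and in 20 simulations of unchanged groups against shared controls no gene was called in common. Those simulations called at most 3 genes for YKL-5-124 and 4 for samuraciclib. They therefore cannot tell how far shared controls raise the overlap among genes that do change. Across the genes tested the log2 fold changes had a Pearson's r of 0.790, against 0.505 in those simulations, and a covariance of 0.240 against 0.0193. In the 6 libraries without low 7SL RNA r was 0.767. Genes are not independent replicates, so no p is given.

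Of 1010 genes called higher with YKL-5-124 alone, 450 (44.6%) also differed between the inhibitors when these were compared directly, by adjusted p and without a fold threshold, and of 411 called with samuraciclib alone, 155 (37.7%) did. Among genes called lower, 403 of 667 (60.4%) called with YKL-5-124 alone and 316 of 607 (52.1%) called with samuraciclib alone differed directly. With the other inhibitor, 891 of the 1010 and 382 of the 411 had a log2 fold change of the same sign. For genes called lower it was 623 of the 667 and 538 of the 607. All these genes were picked on libraries that the direct comparison also uses, which favours a difference.

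**Figure D3:**
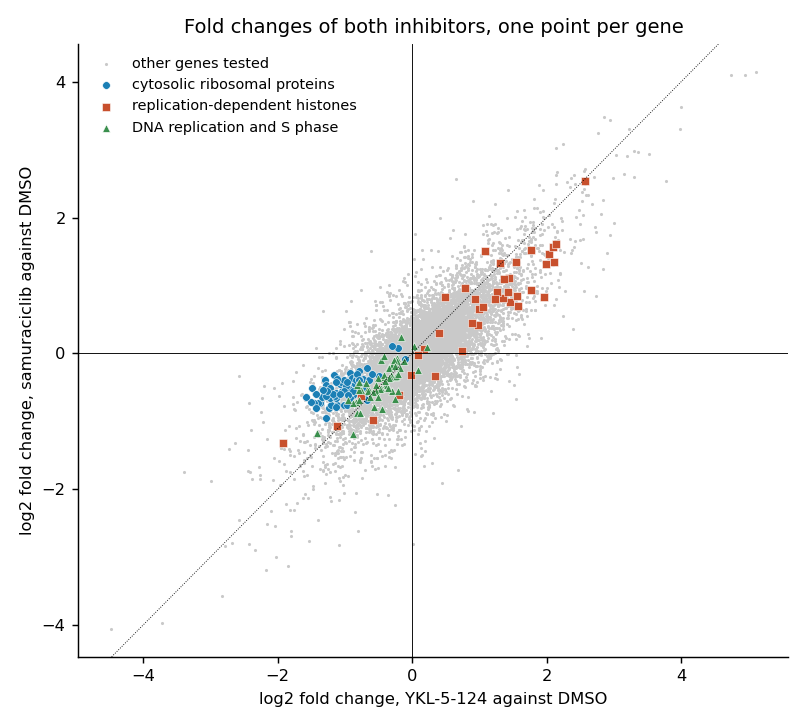
Log2 fold change of each tested gene with samuraciclib and with YKL-5-124 against DMSO, with ribosomal proteins as blue circles, histones as orange squares, DNA replication genes as green triangles and a dotted line of equal change. Pearson's r across genes is 0.790, and the median of the ribosomal protein genes is -0.98 with YKL-5-124 and -0.52 with samuraciclib.

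The inhibitors were given at the same dose and for the same time, so their responses were compared directly. With YKL-5-124 the creatine transporter gene SLC6A8 was higher than with samuraciclib (1.56 ± 0.098), as was CLU (ENSG00000120885, chromosome 8, 27596917 to 27615031), the gene of the secreted chaperone clusterin, at 169 ± 7.63 against 68.9 ± 3.29 CPM (SD, n = 3), a 2.45-fold difference (1.29 ± 0.058, adjusted p = 2.39e-10). Ribosomal protein genes were lower with YKL-5-124, such as RPL27A (-0.98 ± 0.063) and RPS4X (-0.94 ± 0.055, adjusted p = 6.23e-09), the latter at 207 ± 2.00 against 396 ± 11.6 CPM (SD, n = 3). HEXIM1, an inhibitor of the elongation kinase P-TEFb, was 1.70-fold higher (0.77 ± 0.048), with 0.41 ± 0.048 for YKL-5-124 and -0.36 ± 0.049 for samuraciclib against DMSO, both inside the fold threshold.

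In all, 717 genes were higher and 395 lower with YKL-5-124 (6.92% of those tested), among them 458 and 303 protein-coding genes, and 194 and 70 differed more than 2-fold. In the 6 libraries without low 7SL RNA the counts were 636 and 353. DESeq2 called 456 higher with all 9 libraries and 426 with the groups compared alone, 416 passed at an adjusted p below 0.01, and 253 were lower with library size alone. By the stricter glmTreat only 38 were higher and 33 lower. Genes higher with YKL-5-124 made up 64.5% of the calls, and 79.5% with library size alone as the scale. TLCD1 (1.22 ± 0.095), ZDHHC11 (1.16 ± 0.14), CYSRT1 (1.04 ± 0.099), NANOS1 (0.96 ± 0.11), HES6 (0.93 ± 0.17), the cathepsin gene CTSV (0.85 ± 0.089), DDX60 (0.83 ± 0.086) and MFNG (0.83 ± 0.091) were among the largest differences upward. SHISAL1 (-1.37 ± 0.14), the potassium channel gene KCNQ5 (-0.96 ± 0.080), SAMD4A (-0.91 ± 0.10), the initiation factor gene EIF4A2 (-0.90 ± 0.048), KIAA1549 (-0.86 ± 0.10), LIF (-0.85 ± 0.052), RPL13 (-0.90 ± 0.071) and RPL23 (-0.85 ± 0.055) were among those downward.

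Camera called 3 lists higher and 11 lower with YKL-5-124 than with samuraciclib, and none with an estimated correlation, where the adjusted p of these 14 lists lay between 0.0894 and 0.640. Counts adjusted over the list alone were equal for 34 of the 35 lists, the exception being MYC and partners with 1 gene higher in place of 0. The median, mean and test differed in sign for G2/M and mitosis, heat shock and senescence-associated secretion. Ribosomal protein genes were lower in 38 of 78 cases (median -0.48, adjusted p = 3.99e-54, or adjusted p = 0.0894 with an estimated correlation), and translation factors in 5 of 40 (adjusted p = 2.53e-08, or adjusted p = 0.162 with an estimated correlation). EIF3E (-0.61 ± 0.051) and PABPC1 (-0.59 ± 0.051) were among the latter. The list of ribosome biogenesis was lower, although none of its 59 genes was called (median -0.082, adjusted p = 0.000215, or adjusted p = 0.226 with an estimated correlation). Histone genes were higher in 10 of 40 cases and lower in none (median 0.36, adjusted p = 3.06e-05, or adjusted p = 0.0894 with an estimated correlation). HIST1H2BK differed by 0.57 ± 0.054 and HIST1H1C, a linker histone, by 0.70 ± 0.099. Genes of the TNF and NF-kB response were lower (5 of 38 lower, none higher, adjusted p = 9.73e-07, or adjusted p = 0.0894 with an estimated correlation). IL1A was among them (-0.71 ± 0.060). ERK pathway genes were lower as a list (1 of 38 lower, 1 higher, adjusted p = 0.000347, or adjusted p = 0.123 with an estimated correlation), and so was the integrated stress response (1 of 38 lower, 2 higher, adjusted p = 5.09e-05, or adjusted p = 0.204 with an estimated correlation). Cholesterol synthesis was lower as a list (1 of 25 lower, 2 higher, adjusted p = 1.71e-05, or adjusted p = 0.253 with an estimated correlation), and of these 3 lists TM7SF2 (1.25 ± 0.14), PMVK (0.78 ± 0.10) and ATF3 (0.72 ± 0.13) were higher, as was DDIT3 (0.53 ± 0.14), though not without samuraciclib 1 or in the 6 libraries (0.49 each).

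YAP and SRF targets were lower with YKL-5-124 than with samuraciclib (4 of 39 lower, none higher, adjusted p = 9.79e-05, or adjusted p = 0.253 with an estimated correlation), MYL9 (-0.57 ± 0.069) and FHL1 (-0.79 ± 0.086) among them. The list of mesenchymal transition was lower too (6 of 56 lower, 2 higher, adjusted p = 0.00285, or adjusted p = 0.162 with an estimated correlation). N-cadherin, CDH2, differed by -0.62 ± 0.066. Lysosome and autophagy genes were higher (3 of 45 higher, 1 lower, adjusted p = 0.000255, or adjusted p = 0.204 with an estimated correlation). GAA differed by 0.58 ± 0.057, and TFEB, the 1 lower (-1.67 ± 0.41), was not called in the 6 libraries. Further calls depended on which libraries were in the fit. Interferon response genes (3 of 42 higher, none lower, adjusted p = 0.0359, or adjusted p = 0.204 with an estimated correlation) were not called without YKL-5-124 2 (adjusted p = 0.105) or in the 6 libraries (adjusted p = 0.0647). The mitochondrially encoded mRNAs (none of 13 called, median -0.34, adjusted p = 0.0191, or adjusted p = 0.640 with an estimated correlation) were not called without samuraciclib 1 (adjusted p = 0.0820) or 2 (adjusted p = 0.363) or YKL-5-124 3 (adjusted p = 0.270).

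No gene of DNA replication and S phase (adjusted p = 0.146) or of G2/M and mitosis (adjusted p = 0.949) was called between the inhibitors, and under another scaling their medians changed sign. The medians of apoptosis regulators, basal identity, CDKs and cyclins, heat shock, mTORC1, RNA polymerase II, senescence-associated secretion, spliceosome and the unfolded protein response, none of them called, also changed sign under that scaling. NCAPH, at -0.50 ± 0.057 just inside the fold threshold, passed it in 5 of the 9 fits without 1 library (-0.50 to -0.54). The difference was 0.11 ± 0.049 for CDK1 (95% interval 0.0044 to 0.21), 0.013 ± 0.068 for CDKN1A (-0.13 to 0.16) and -0.24 ± 0.057 for RRM2 (-0.36 to -0.12). That of TOP2A, -0.42 ± 0.059 (adjusted p = 6.01e-05), stayed inside the fold threshold, as did those of E2F1 (0.22 ± 0.050), BRCA1 (0.27 ± 0.053), CCNB1 (0.17 ± 0.047), CDK2 (-0.16 ± 0.054), CDK4 (-0.13 ± 0.054), CDK6 (-0.26 ± 0.055), CCND1 (0.034 ± 0.048), CCNE2 (-0.063 ± 0.12), RB1 (-0.17 ± 0.051), MCL1 (-0.070 ± 0.051), MYC (-0.17 ± 0.053) and POLR2A (0.13 ± 0.055). The lists of homologous recombination (1 of 41 higher, none lower, adjusted p = 0.524), other repair (none of 46, adjusted p = 0.745), CDKs and cyclins (2 of 36 lower, none higher, adjusted p = 0.299), RNA polymerase II (1 of 33 higher, none lower, adjusted p = 0.509), spliceosome (1 of 62 lower, none higher, adjusted p = 0.205), oxidative phosphorylation (1 of 71 higher, 1 lower, adjusted p = 0.621) and senescence-associated secretion (1 of 31 higher, 3 lower, adjusted p = 0.310) were not called. Neither were p53 targets (1 of 34 higher, 2 lower, adjusted p = 0.639), apoptosis regulators (2 of 34 lower, none higher, adjusted p = 0.621), heat shock (1 of 19 higher, none lower, adjusted p = 0.769), epithelial adhesion (1 of 34 higher, none lower, adjusted p = 0.492) or MYC and partners (none of 12, adjusted p = 0.830).

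The mRNA of the target itself showed no call. CDK7 stood at 71.9 ± 2.90 against 80.1 ± 5.40 CPM (SD, n = 3) for YKL-5-124 and DMSO (-0.15 ± 0.058, adjusted p = 0.0352) and at -0.049 ± 0.058 for samuraciclib (adjusted p = 0.526). Its partners cyclin H, CCNH (-0.26 ± 0.073 and -0.16 ± 0.073), and MAT1, MNAT1 (-0.12 ± 0.061 and -0.032 ± 0.061), stayed inside the thresholds with YKL-5-124 and samuraciclib, and between the inhibitors the differences were -0.11 ± 0.058, -0.10 ± 0.073 and -0.090 ± 0.061 for the 3 genes. Of 9 genes of the CDK7 complex and TFIIH, 1 fell with each inhibitor, the TFIIH subunit GTF2H3 (-1.17 ± 0.056 with YKL-5-124 and -0.99 ± 0.056 with samuraciclib). The list was not called (adjusted p = 0.127 with YKL-5-124, adjusted p = 0.467 with samuraciclib and adjusted p = 0.146 between them). The sign of the median with samuraciclib changed with the scaling.

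The study's CRISPR screen gave a list of genes essential in each of 5 HNSCC lines, and the question was which of them the inhibitors lower. The list comes from the screen and not from these libraries, and 226 of its genes were tested. With YKL-5-124, 53 of them fell (23.5%, 95% exact interval 18.1% to 29.5%), against 10.3% of the 14251 other genes above the list's lowest mean of 0.75 CPM, which were not matched on expression, an odds ratio of 2.68 (Fisher's exact test, two-sided, adjusted p = 9.64e-08), and 6 were called higher. With samuraciclib, 44 fell (19.5%, interval 14.5% to 25.2%), against 9.84%, an odds ratio of 2.21 (adjusted p = 2.66e-05), and 3 were called higher. The list includes ribosomal protein genes, and neither test was repeated without them. How far their fall carries these differences is therefore not known. Fisher's test also takes genes as independent, which genes that change together are not. RPL11 (-1.17 ± 0.049) and RPL3 fell with YKL-5-124, and LONP1, CDC20, CDC45 and the polyadenylation factor gene CPSF2 (-0.83 ± 0.046) with samuraciclib. As a list the genes were lower with YKL-5-124 (adjusted p = 4.87e-12, or adjusted p = 0.0894 with an estimated correlation) and with samuraciclib (adjusted p = 3.03e-11, or adjusted p = 0.0894 with an estimated correlation). Of the 6, PTPN23 changed by 0.58 ± 0.047 and CHMP2A by 0.63 ± 0.072 with YKL-5-124. The other 4, CDC42, DHPS, PAM16 and RPP21, have low counts (5 to 27 for CDC42 and 17 to 71 for RPP21) and other gene models over 63.8% to 100% of their spans, so their counts need not measure these genes. DHPS and RPP21 were also called with samuraciclib, as was EIF4A1, covered over 98.1%.

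Between the inhibitors 12 of the 226 essential genes were lower with YKL-5-124 and 2, LONP1 (0.82 ± 0.061) and CHMP2A (0.58 ± 0.071), higher (adjusted p = 0.0475, or adjusted p = 0.588 with an estimated correlation). The lower ones were all ribosomal protein genes, RPL27A, RPL13 and RPL23 among them. The call of the list was lost without samuraciclib 3 (adjusted p = 0.0812) or YKL-5-124 1 (adjusted p = 0.107), and the sign of the median, -0.020, changed with the scaling.

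CDK7 acts on general transcription, so changes were also set out by gene class. Genes annotated as antisense had a median log2 fold change of 0.42 with YKL-5-124 (261 of 917 higher, 43 lower), 0.17 with samuraciclib (136 higher, 65 lower, and a median of 0.029 with a mean count of at least 50) and 0.22 between the inhibitors (100 higher, 10 lower). The strand setting of the counting is not stated, so it is not known whether reads of the opposite strand were counted in them. The medians of lincRNA genes were 0.26, -0.029 and 0.24 (655 genes), those of processed pseudogenes -0.18, -0.13 and -0.10 (464 genes), and those of 12874 protein-coding genes -0.014, -0.0082 and -0.0092. These medians follow the scaling, and library size alone moved the median of all genes to 0.14, 0.060 and 0.077. Among protein-coding genes Spearman's rho of the log2 fold change with genomic span was 0.034 with YKL-5-124 (0.0073 without YKL-5-124 2 and 0.062 without YKL-5-124 3), 0.15 with samuraciclib and -0.16 between the inhibitors. With samuraciclib the median rose from -0.095 in the fifth of genes with the shortest span to 0.070 in that with the longest.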

Values the study reported

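The study reported 804 genes higher and 1,147 lower with YKL-5-124 in FaDu cells, and 630 higher and 989 lower with samuraciclib. It counted 645 genes lowered and 376 raised by both inhibitors.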

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

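The tests of pseudogene copies, of mRNAs with an oligopyrimidine tract, of a shared culture and of a separate library preparation were chosen only after the results they measure were seen, as were the fits without 3 of the libraries.

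Cytosolic ribosomal protein genes had a median log2 fold change of -0.98 with YKL-5-124 and -0.52 with samuraciclib. Against a bias of GC content, annotated transcript length and abundance, 262 genes matched on all 3 had a median of -0.089 with YKL-5-124 (bootstrap SE 0.024). The median annotated length was 1912 bases for the ribosomal protein genes and 2096 for the matched genes. The median abundance was 482 and 341 CPM. The length of the transcripts expressed was not measured, so a bias of short mRNAs stays open. Against reads that moved to pseudogene copies, the summed CPM of 1144 such pseudogenes fell too, from 1711 to 898, a change of -2.52% of the loss of the ribosomal protein genes. A candidate explanation is a fall of mRNAs with a 5' terminal oligopyrimidine (TOP) tract as a class: 20 such mRNAs of other proteins and snoRNA host genes had a median of -0.90, with 18 lower, and 31 other translation factors -0.29, with 10 lower, a difference of -0.61 (permutation test, p = 3e-05, across genes that are not independent replicates). Whether their transcription or their stability changed was not measured, and the amount of RNA per cell is not known.

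In 3 libraries, 1 of each group (DMSO 3, samuraciclib 2 and YKL-5-124 2), RN7SL2 was lower by a log2 fold change of -4.12 than in the other 6, and 179 genes were higher and 392 lower there. Against sequencing depth, 523 genes were called after all libraries were thinned to the smallest total, and 571 before. The lowest correlation of deviations between libraries with the same number was -0.35, which follows from the pattern itself, so cultures shared by number stay open for samuraciclib 2 and YKL-5-124 2, while DMSO 3 bears another number. A separate library preparation or RNA selection may have set them apart, since the contrast followed GC content across genes (Spearman's rho -0.28), but the labels give a single batch. No biological explanation was tested, since the design gives none for these 3 libraries.

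Genes annotated as antisense had a median log2 fold change of 0.42 with YKL-5-124, at 1.06 CPM in the median, and 0.48 without the 3 libraries low in 7SL RNA. Against reads of the opposite strand of the overlapping gene, 826 overlapping protein-coding genes had a median of -0.0044, and antisense genes with and without such a gene had 0.42 each. Background reads added to all weakly covered genes would go with the share of counts in genes below the filter, 0.115 ± 0.00773% with DMSO and 0.153 ± 0.00925% with YKL-5-124 (SD, n = 3), and with medians of 0.44 for TEC genes and 0.32 for processed transcripts. Against them as the whole cause, 2110 protein-coding genes matched on reads per kilobase of exon had a median of 0.045, so a part is not excluded, and neither are intron reads of the overlapping genes, which were not measured. Transcription and decay of antisense RNA were not measured.

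With 6 libraries there are 10 splits into 3 and 3, too few for a share under 0.05. For YKL-5-124 and DMSO, 1 split, the real one, gave as many genes as the real one (3496 genes by edgeR in the fit of those groups alone), and the highest of the others gave 0. For samuraciclib and DMSO it was 1 split as well (2740 genes, highest other 0), and for YKL-5-124 and samuraciclib 1 split (1062 genes, highest other 0).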

How the results depend on the processing

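Of the alternatives, 3 were chosen after seeing the data: a term for the 3 libraries low in 7SL RNA, a fit without them, and DESeq2 on protein-coding genes without ribosomal protein genes. The last was run for counts of genes alone. The tallies that follow leave out only that last one, and include the term and the fit without the 3 libraries. Of 13971 results of named genes, 13360 kept their side of the threshold, 356 lost a call, 255 gained one and 0 calls reversed direction. Of 2100 results of lists, 1984 kept theirs, 68 lost and 48 gained a call. A gene inside the thresholds in both fits was counted as kept even where its sign changed. MNAT1 with samuraciclib, for instance, went from -0.032 to 0.012 with upper-quartile factors. Lists were not run with the other thresholds, glmTreat, DESeq2, the groups compared alone, thinned counts or without ribosomal protein genes. Without a fold threshold the counts higher and lower were 3878 and 4041 for YKL-5-124, 3381 and 3706 for samuraciclib, 1888 and 2115 between them and 2367 and 2771 for both inhibitors, and CCNH (-0.26) and CDK7 (-0.15) passed with YKL-5-124, which follows from the looser threshold. At adjusted p below 0.01, 416 genes were higher between the inhibitors. With glmTreat, a stricter test by construction, the counts were 696 and 762, 411 and 571, and 38 and 33. Camera with an estimated correlation called 0 lists higher and 0 lower in each comparison (13, 11 and 6 lists had an unadjusted p below 0.05), and fry called 9 higher with YKL-5-124. With library size alone 1052 genes were lower with YKL-5-124 and 253 between the inhibitors, and the antisense medians were 0.55, 0.23 and 0.29. DESeq2 called 456 genes higher between the inhibitors with all 9 libraries and 426 with the groups compared alone, and without ribosomal protein genes and noncoding genes 1180 higher with YKL-5-124, 825 higher with samuraciclib, and 378 higher and 198 lower between them. Without a filter 17 lists were lower between the inhibitors. With a mean count of at least 50, fewer genes were tested and 1218 were higher with YKL-5-124, the correlation of the inhibitors was 0.810, rho with genomic span was 0.0547 and 0.171 with YKL-5-124 and samuraciclib, and the antisense medians were 0.29, 0.029 and 0.25. Without the 3 libraries low in 7SL RNA the correlation was 0.767. Leaving out 1 library gave a correlation of 0.763 to 0.805, rho with genomic span of 0.00731 to 0.0624, 0.128 to 0.171 and -0.191 to -0.113, and antisense medians of 0.38 to 0.48, 0.14 to 0.21 and 0.19 to 0.26. With a replicate block the counts were 1897 and 1597, 1282 and 1543, and 709 and 392, and the NRF2 list passed with YKL-5-124 (adjusted p = 0.0452). Not every pair with the same number deviated together, so no pairing was assumed: r of deviations ran from -0.346 to 0.565, with 0.232, 0.565 and 0.536 for samuraciclib and YKL-5-124, and 7 of 9 libraries correlated best with their own number. Where no cause is given above, the cause was not tested. Of simulated changes of 1.5-fold, which lie just beyond the fold threshold, 56.7% to 74.6% were recovered.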

Other observations

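In the list of mTORC1 and glycolysis, which was not called, EGLN3 changed by 1.29 ± 0.11 with YKL-5-124 and 1.20 ± 0.11 with samuraciclib (log2 fold change ± SE, n = 3), and P4HA2 by 1.11 ± 0.083 and 1.06 ± 0.083. The glycolytic gene ENO2 changed by -1.22 ± 0.093 and -0.76 ± 0.090, and GAPDH fell with YKL-5-124 (-0.58 ± 0.042). The list had 4 of 37 genes higher and 4 lower with YKL-5-124 (adjusted p = 0.576), 2 and 2 with samuraciclib (adjusted p = 0.957), and 0 and 1 between the inhibitors (adjusted p = 0.159). Of 27 NRF2 targets, the glutathione synthesis gene GCLC (0.68 ± 0.044 and 0.64 ± 0.044) and TXNRD1 (0.63 ± 0.048 and 0.60 ± 0.048) rose with YKL-5-124 and samuraciclib, and the transporter gene ABCC1 fell (-0.93 ± 0.049 and -0.70 ± 0.048). That list had 7 genes higher and 4 lower with YKL-5-124 (adjusted p = 0.0526), 5 and 3 with samuraciclib (adjusted p = 0.155), and 1 and 1 between the inhibitors (adjusted p = 0.357). With YKL-5-124 it passed without DMSO 3 (adjusted p = 0.0415), without YKL-5-124 1 (adjusted p = 0.0301) or 2 (adjusted p = 0.0353), and without the 3 libraries low in 7SL RNA (adjusted p = 0.0260). Of 25 genes of the unfolded protein response, ERO1B rose with YKL-5-124 against DMSO (0.79 ± 0.11) and against samuraciclib (0.89 ± 0.11), and the list was not called in any comparison (adjusted p = 0.769 with YKL-5-124, adjusted p = 0.708 with samuraciclib and adjusted p = 0.293 between them).

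Among genes of squamous differentiation, the kallikrein protease genes KLK10 (-1.43 ± 0.094 and -1.19 ± 0.092), KLK6 (-1.06 ± 0.074 and -1.18 ± 0.075) and KLK5 (-0.76 ± 0.050 and -0.65 ± 0.050) fell with YKL-5-124 and samuraciclib, and the keratin gene KRT17 rose (0.60 ± 0.045 and 0.60 ± 0.045). The list had 7 of 26 genes higher and 4 lower with YKL-5-124 (adjusted p = 0.174), 4 and 4 with samuraciclib (adjusted p = 0.431), and 2 and 2 between the inhibitors (adjusted p = 0.384). Of 25 genes of basal identity, KRT15 (-0.86 ± 0.064 and -0.84 ± 0.064) and the hemidesmosome gene COL17A1 (-0.58 ± 0.046 and -0.67 ± 0.046) fell with both, P-cadherin, CDH3, rose with samuraciclib (0.62 ± 0.046), and KRT14 was lower with YKL-5-124 than with samuraciclib (-0.77 ± 0.089). The list was not called (adjusted p = 0.769 with YKL-5-124, adjusted p = 0.492 with samuraciclib and adjusted p = 0.497 between them). Of 23 markers of fibroblasts, blood and endothelium, 4 passed the filter, at 5.03 ± 0.950 against 4.59 ± 0.750 CPM (SD, n = 3) for COL1A1 and 26.4 ± 1.44 against 29.96 ± 0.923 CPM for CDH5 with YKL-5-124 and DMSO, and the list was not called (adjusted p = 0.957 with YKL-5-124, adjusted p = 0.607 with samuraciclib and adjusted p = 0.431 between them). CDH5 was called lower with samuraciclib (-0.50 ± 0.081), but not without DMSO 3 (-0.48) or samuraciclib 3 (-0.42) or in the 6 libraries (-0.50). CD14 was called higher with YKL-5-124 than with samuraciclib (0.54 ± 0.18), but not without any 1 of the samuraciclib libraries (0.48 to 0.58) or YKL-5-124 3 (0.43), nor in the 6 libraries (0.60).

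With edgeR over all gene classes, 1911 genes were higher and 1595 lower with YKL-5-124. Both are higher than the values quoted from the study above. With samuraciclib 1312 genes were higher and 1535 lower. Both are higher than the values quoted from the study above. At an adjusted p below 0.01, 656 genes were higher and 809 lower with both inhibitors. These counts too are higher than those quoted from the study above. The study left ribosomal genes out of its volcano plots. With DESeq2 on protein-coding genes without ribosomal protein genes, 1180 genes were higher and 1075 lower with YKL-5-124, and 825 were higher and 1062 lower with samuraciclib. These lie nearer to the values quoted from the study above, and the lower count of YKL-5-124 is then below the one quoted.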
